A study of Solanum lycopersicum with 12 samples.

How the data were processed

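RNA was measured in 12 libraries from tomato seedlings of cultivar M82 that carried a DR5::VENUS reporter. DR5 is a synthetic auxin-responsive promoter, and its fluorescence was used, per the labels' protocols, to judge the stage of each lateral root before a piece of the primary root was microdissected and frozen. Libraries were made with a 3′ QuantSeq kit, per the labels' protocols. That kit primes at the poly(A) tail and yields about one read site per transcript, so counts were not divided by gene length. The labels mention no molecular identifiers, so reads from PCR copies cannot be told from reads of separate molecules.

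The deposited table held estimated counts per gene for 34027 genes with Solyc locus tags, with 1 column per library. The aligner or quantifier, the genome build, the annotation and any filter were not stated in the labels or the file header. The estimated counts were taken as deposited by the authors: 5.64% of the values were not whole numbers, and the column totals differed between libraries, so the values were treated as unnormalised. Fractional values occur when a read is divided among genes it matches equally well. They were found in at least 1 library for 3057 of the tested genes (16.7%). Whether counting used the strand was not stated. The tests had been chosen for whole counts, so the values were rounded to whole counts before any test.

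Columns were matched to samples by name. Samples were grouped by the stage in their labels, giving 6 groups of 2 libraries: the control, a section with no lateral root, and stages 1 to 5. The replicate number also came from the labels. Pairing rests only on that number, since the labels do not say whether same-numbered libraries share plants or a preparation date. Replicate differences of the 6 stages were compared across genes in log2 CPM, where CPM is the count scaled to the library total, and their mean correlation over the 15 pairs of stages was 0.0485 (range −0.0875 to 0.228). The replicate number was left out of the main model and added as a block in an alternative.

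Genes were kept with filterByExpr by stage, which left 18357 genes. Counts were scaled by TMM and tested with edgeR's quasi-likelihood test (edgeR 4.0.16, limma 3.58.1, R 4.3.3). A single model of stage was fitted to all 12 libraries, so that the 6 pairs shared 1 estimate of the spread with 6 residual degrees of freedom. Each stage was compared with the control, each stage with the one before it, and the mean of stages 1 to 5 with the control. An F test asked whether a gene differed among the 6 groups. A separate model had an intercept and a slope over stage number (0 to 5). Stage number is a rank, not a time, so the slope is a log2 change per stage step. p-values were adjusted by Benjamini-Hochberg within each comparison and genes with an adjusted p-value under 0.05 were called. The standard error of a log2 change was its size divided by the square root of F. Similarity between libraries was the Spearman correlation of log2(CPM + 1) over the tested genes. It was tested by exact permutation of the 720 ways of assigning the replicate 2 libraries to the replicate 1 libraries.

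The fits were tested on simulated counts drawn with the real means, library sizes and dispersion trend. With 200 changed genes whose slope was 0.4 per stage, 98.5% were recovered for stage 5 against control, with 7 false calls among 17952 genes. The slope test recovered 100% with 5 false calls among 17952 genes, and data without change gave 0 calls among 17909 genes. The changed genes were drawn from the more strongly expressed genes, with rises and falls in equal number. Each gene's dispersion lay on the trend, without gene-specific spread. In the data, 46.2% of genes were called for stage 5 against control. The simulation therefore does not test weakly expressed genes, gene-specific spread or scaling when many genes change.

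Library totals ran from 1948144 to 6196272 counts. Intervals and floors below cover counting error only. A floor of 3 counts was used for detection, and a fold against a control at or under that floor is given as a lower bound. Such a bound sets the mean CPM of a stage against the mean floor of the control libraries. The spread between the stage duplicates is not covered, so a single library can lie below the bound. Duplicates were compared before averaging: the chi-square statistic per degree of freedom between the libraries of a pair was between 6.2 (stage 3) and 12.4 (control), so no pair agreed within sampling noise and all were kept as separate libraries.

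Genes were named by a rule fixed before the data were examined. Where no table pairs the locus tags with names, the rule names the 2 genes with the smallest adjusted p-values in each direction for stage 5 against control. These had to have a mean of at least 20 counts and both stage 5 libraries on the same side of both control libraries. A pair of genes with adjacent locus tags, known from work on tomato root initiation, was added whatever its values. None of the locus tags was found in the RefSeq gene table that was used (matches: 0), so genes are given by tag, without coordinates. Planned tests of gene families needed gene descriptions and were not run.

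Alternatives were DESeq2 size factors, no filter, a filter of 10 counts in every library, the replicate number as a block, counts thinned at random to the smallest library, DESeq2 1.42.0 as the test, fits of only the 4 libraries compared, and fits that left out single libraries. All were chosen before the data were examined, except that the count of genes with opposite directions and the share of the first principal component were added afterwards. A pair of further scalings of that count were also added afterwards: the fits of only the 4 libraries compared, and a scaling that sets the median change of each stage against the control to 0.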

Results

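The transcriptome of primary root sections was followed through lateral root development in tomato, with 2 libraries for each of 6 groups. A section of the differentiation zone without lateral roots served as the control. Stage 1 sections held a pair of DR5-expressing cells, and stage 2 sections held a primordium at its first periclinal division. At stage 3 the primordium crossed the endodermis, at stage 4 it lay midway through the cortex, and at stage 5 it had reached the epidermis without emerging. The sections contained the surrounding primary root tissue as well as the primordium.

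Library totals were 4154467 and 2641164 counts for the control, 6196272 and 6018839 for stage 1, and 5624142 and 3549716 for stage 2. Stage 3 had 4834250 and 5218130 counts, stage 4 had 5161298 and 5897702, and stage 5 had 4032895 and 1948144. The stage 1 libraries were therefore the deepest, and the shallowest were the second libraries of stage 5 and of the control. A gene at the detection floor of 3 counts corresponded to 0.484 CPM in the deepest library and 1.54 CPM in the shallowest. These floors refer to the library totals without the TMM scaling, unlike the CPM values of genes below. Between 20005 and 22117 genes had at least 1 count per library. The same gene, Solyc02g004000, had the highest count in all 12 libraries; it is named because of this value and not by the rule for named genes. Its share of counts was lowest in stage 1 replicate 1, at 0.996% (95% Wilson interval 0.9879 to 1.004), and highest in stage 5 replicate 1, at 3.78% (3.764 to 3.802). The stage 5 duplicates differed in this share, replicate 2 being at 1.9% (1.877 to 1.915). The biological coefficient of variation over all groups was 0.218.

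To ask whether duplicates of a stage resembled each other more than libraries of different stages, the 36 pairs between the replicate series were compared. The mean Spearman correlation of the 6 same-stage pairs was 0.958, with a range from 0.929 at stage 5 to 0.973 at stage 1. Same-stage pairs exceeded the 30 other pairs by 0.078 on average (exact permutation test, one-sided p = 0.00139, the smallest that 720 assignments can give). For stages 1 to 5, the library of replicate series 2 closest to each replicate 1 library was that of the same stage. For the control it was the stage 2 library (rho = 0.946), ahead of the other control (rho = 0.942). Correlation fell with distance in stage, from a mean of 0.932 at 1 step to 0.762 at 5 steps. The Spearman correlation of stage distance with transcriptome distance over the 36 pairs was 0.864 (exact permutation test, one-sided p = 0.00139). Each replicate series was also centred, gene by gene, on its own mean, which removes a replicate block. These statistics were then 0.676 and 0.836, each with an exact permutation p = 0.00139. Centring also removes the expression level that all libraries share, so 0.676 and 0.078 are not on the same scale. With all libraries thinned to the smallest total, and no centring, the same statistics were 0.0974 and 0.89. The within-series centring moved the first statistic most, but because the scale changed, this cannot be read as a rise in similarity.

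**Figure D1:**
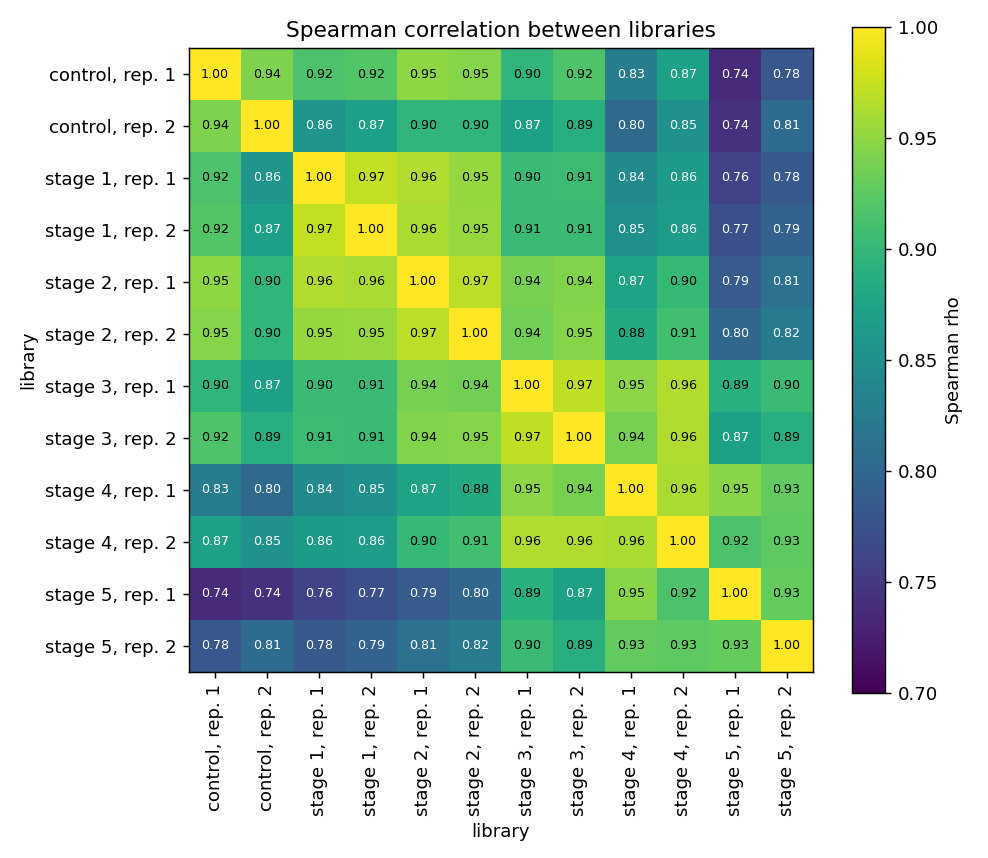
Spearman correlation of log2(CPM + 1) over 18357 genes between all pairs of the 12 libraries, ordered by stage and replicate, with colour and printed values giving rho. Values for same-stage pairs lie between 0.929 and 0.973 and those for control against stage 5 between 0.736 and 0.805; both control libraries have higher values with stage 2 than with stage 1.

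The first principal component held 52.4% of the variance and the second 18.4%. Scores on the first component rose from between −69.1 and −43.1 in the control, stage 1 and stage 2 libraries to 8.69 and 19.2 at stage 3, 47.1 and 67 at stage 4, and 91 and 109 at stage 5. The second component placed the control libraries at 39 and 94.3 and the stage 1 libraries at −50.8 and −41.6. On this component replicate 2 scored higher than replicate 1 at all 6 stages.

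**Figure D2:**
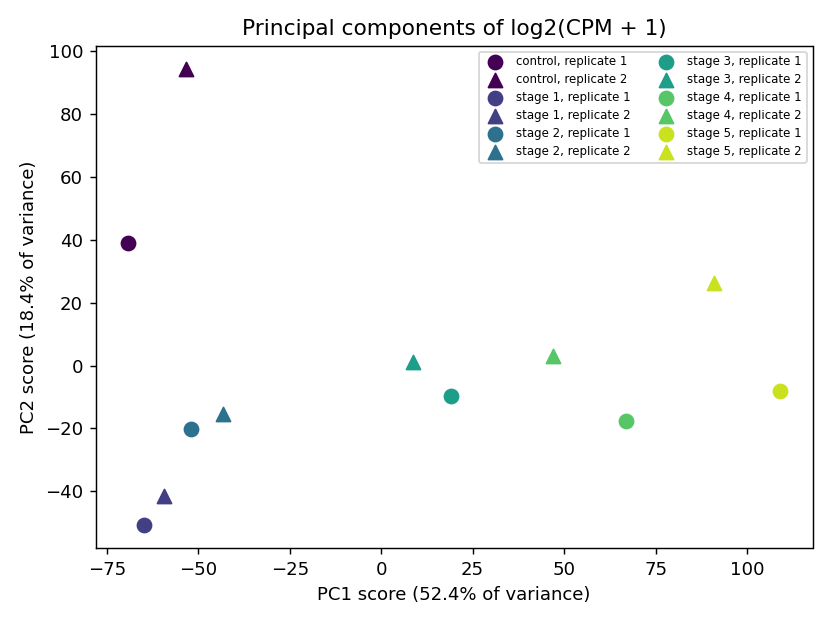
Scores of the 12 libraries on the first (52.4% of variance) and second (18.4%) principal components of log2(CPM + 1); colour gives the stage and marker shape the replicate. Stages 3, 4 and 5 lie in order along the first component, and control and stage 1 lie at opposite ends of the second.

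Among the 6 groups, 8151 of 18357 tested genes (44.4%) differed by edgeR's quasi-likelihood F test at an adjusted p-value under 0.05. The alternative that moved this count most was the absence of a filter, with 10128 genes of 25900. With the replicate number as a block the count was 8324; the mean correlation of same-numbered replicate differences between stages was 0.0485. The group with the highest mean among these 8151 genes was stage 5 for 2869 genes, stage 1 for 2082, control for 1497, stage 4 for 888, stage 2 for 591 and stage 3 for 224.

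Each stage was compared with the control section. At stage 1, 2432 genes were called, 1825 of them higher and 607 lower. At stage 2 there were 1099, with 963 higher and 136 lower. Stage 3 gave 2986 genes (2387 higher, 599 lower), stage 4 gave 6040 (3553 higher, 2487 lower) and stage 5 gave 8490 (4481 higher, 4009 lower). A change of more than 2-fold was found for 1873 of the called genes at stage 1, 886 at stage 2, 2251 at stage 3, 4464 at stage 4 and 6823 at stage 5. With the replicate number as a block, the counts were 2649, 1302, 3182, 6160 and 8570 for stages 1 to 5, and 2364, 1078, 2908, 5887 and 8319 of these genes were also called without the block. The check of the pairing gave a mean correlation of 0.0485. The largest relative change in count came from fitting only the 4 libraries compared at stage 2, with 362 genes. The median log2 change over all tested genes was 0.143 at stage 1 and 0.105 at stage 2. These medians moved to 0.015 and 0.014 when only the 4 libraries compared were scaled together, and the share of higher calls at stage 1 then fell from 75% to 56.9% (721 higher, 546 lower). The share at stage 2 fell from 87.6% to 72.9% (264 higher, 98 lower). With the 4 libraries compared, the share rose from 79.9% to 82.7% at stage 3, from 58.8% to 64.1% at stage 4 and from 52.8% to 53.7% at stage 5. DESeq2 size factors gave 69.5%, 83.7%, 71.4%, 54.4% and 51.5% for stages 1 to 5. With 10 counts required in every library the shares were 55.5%, 75.4%, 66.5%, 53% and 49.6%. That filter removes genes near 0 in the control, and with them strong rises. Its lower calls, however, rose to 687 at stage 1, 192 at stage 2 and 875 at stage 3, and fell to 2299 and 3199 at stages 4 and 5. The loss of rises therefore does not account for all of the change in share at stages 1 to 3. The filter also changes the genes used for scaling. With it, the median log2 change was −0.011, −0.00596 and −0.0354 at stages 1 to 3, against 0.143, 0.105 and 0.0244 in the main fit. These medians cover different genes, so how much scaling contributed was not separated.

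The calls at successive stages overlapped. Of the 1099 genes called at stage 2, 904 (82.3%) were called in the same direction at stage 5 and 43 in the opposite direction. Of the 2986 called at stage 3, 2775 (92.9%) were called in the same direction at stage 5 and 4 in the opposite one. Stage 1 calls were carried forward less often, with 1458 of 2432 (60%) called in the same direction at stage 5 and 247 in the opposite direction. All of these comparisons share the control libraries, so their errors are not independent. In all 5 comparisons, 710 genes were higher and 46 were lower. The contrast of the mean of stages 1 to 5 with the control called 5461 genes, 3158 higher and 2303 lower (57.8% higher). The share was 52.3% with DESeq2 size factors (2955 higher, 2698 lower) and 48.6% with 10 counts required in every library (2212 higher, 2335 lower). The latter filter removes genes near 0 in the control. Its lower calls exceeded the main 2303, so the loss of rises does not account for the whole shift. With the replicate number as a block this contrast called 5586 genes (pairing check 0.0485).

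**Figure D3:**
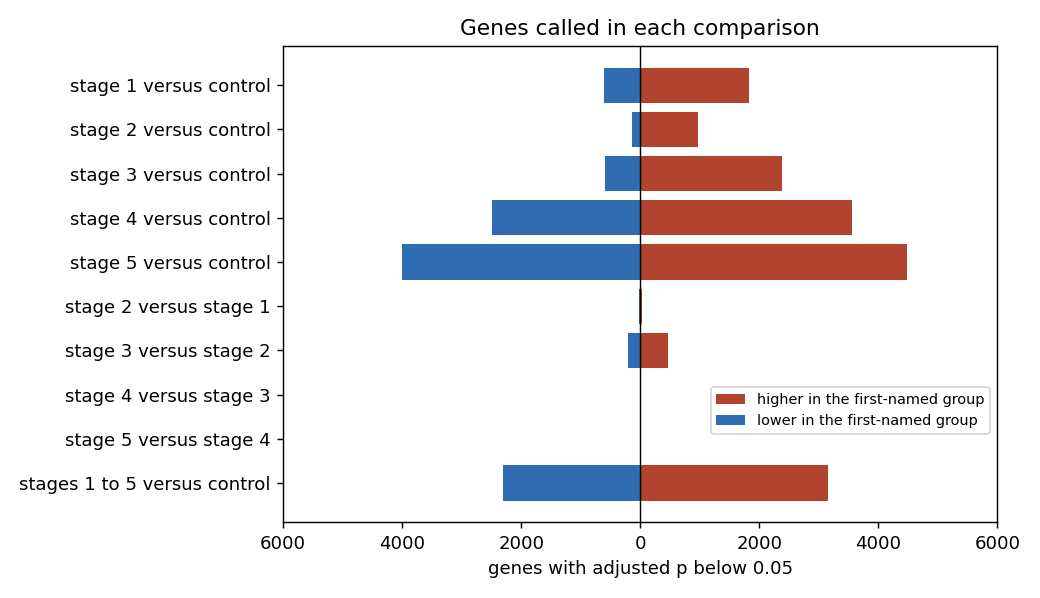
Number of genes with an adjusted p-value below 0.05 (edgeR's quasi-likelihood test) in each comparison, drawn to the right of 0 for genes higher in the first-named group and to the left for genes lower in it. Calls against the control rise from 1099 at stage 2 to 8490 at stage 5, while steps between consecutive stages give between 0 and 687.

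Consecutive stages differed at fewer genes. Stage 3 against stage 2 gave the most, with 687 genes, of which 472 were higher and 215 lower (68.7% higher). Only the 4 libraries compared gave 1829 genes for this step, with 56% higher, and 10 counts required in every library gave 655, with 80.6% higher. Stage 2 against stage 1 gave 51 genes (22 higher, 29 lower) and stage 4 against stage 3 gave 16 (10 higher, 6 lower). The balance of directions changed in both: 10 counts required in every library gave 9 higher and 3 lower for stage 2 against stage 1, while the replicate block gave 26 higher and 72 lower, thinning 10 and 33, and only the 4 libraries compared 43 and 111. For stage 4 against stage 3, DESeq2 gave 76 higher and 98 lower, and no filter gave 287 higher and 470 lower. Stage 5 against stage 4 gave 0 genes at the adjusted threshold, with a smallest adjusted p-value of 0.074 in edgeR's test, although 3230 genes (17.6%) had an unadjusted p-value under 0.05. The unadjusted counts for the other steps were 1233 (6.72%), 3422 (18.6%) and 1819 (9.91%) for stages 2, 3 and 4 against the stage before. With the replicate number as a block the adjusted counts were 98, 790, 42 and 0 for the 4 steps in order, with the same pairing check of 0.0485; the last had 3342 genes at an unadjusted p-value under 0.05. DESeq2 in place of edgeR gave 555 genes for stage 5 against stage 4 and 174 for stage 4 against stage 3, so the counts for these steps depended on the test.

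A slope over stage number was past the threshold for 9055 genes, of which 4662 rose and 4393 fell. The median size of a called slope was 0.304 log2 units per stage. With the replicate number as a block, 8827 genes were called, 8725 of them shared with the fit without it (pairing check 0.0485). Without the control libraries, 9472 genes were called, of which 7597 were shared. The strict filter of 10 counts in every library moved the count most, to 6597 genes of 11774 tested.

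By the naming rule, 7564 genes were eligible for stage 5 against control, 3870 of them higher. The 2 highest-ranked risers were Solyc02g078100 and Solyc11g069280. Solyc02g078100 stood at 1.79 ± 0.92 CPM (SD, n = 2) in the control. It reached 23.5 ± 5 at stage 1, 71.8 ± 3.7 at stage 2, 316 ± 19.9 at stage 3, 481 ± 21.2 at stage 4 and 489 ± 16.7 at stage 5. Its log2 change at stage 5 was 7.97 ± 0.307 (SE), with an adjusted p-value of 1.08e-07 in edgeR's test. The gene had 11 and 3 counts in the control libraries, the second at the floor. Its change at stage 5 was 8.71 without control replicate 1 and 7.63 without control replicate 2. Between stages 4 and 5 it changed by 0.0249 ± 0.199 (SE) log2 units, which is less than its error. Solyc11g069280 had 3 and 2 counts in the control libraries, at the floor. Its mean was at least 402-fold higher at stage 5 (362 ± 63.7 CPM, adjusted p-value 3.95e-07, edgeR). The mean was at least 6.99-fold higher at stage 1 and at least 72.9-fold higher at stage 3.

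The 2 highest-ranked genes that fell were Solyc03g079880 and Solyc09g082280. Solyc03g079880 went from 6190 ± 343 CPM (SD, n = 2) in the control to 707 ± 115 at stage 5, a log2 change of −3.13 ± 0.21 (SE; adjusted p-value 1.66e-06, edgeR). Its counts were fractional in at least 1 library, so its level is uncertain where reads were divided with another gene. Solyc09g082280 went from 2720 ± 603 to 337 ± 73.6 CPM, a log2 change of −3.01 ± 0.234 (SE; adjusted p-value 2.82e-06, edgeR). Both had lower means at stage 1 (2400 ± 431 and 1390 ± 80.4 CPM) than at stage 2 (3670 ± 75.9 and 2450 ± 374 CPM). The change between those stages did not pass the threshold for either gene (adjusted p-values 0.39 and 0.224, edgeR).

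The adjacent tags Solyc09g066260 and Solyc09g066270, which were fixed beforehand, were near the floor in the control, with 2 and 0 counts and with 1 and 1 counts. For Solyc09g066260, the mean was at least 10.1-, 11.9-, 15.8- and 7.57-fold higher at stages 1 to 4 in order. The adjusted p-values were 0.00625, 0.00844, 0.00129 and 0.00448 (edgeR). For Solyc09g066270, the mean was at least 6.63-, 11.1-, 9.04- and 8.16-fold higher at stages 1 to 4. The adjusted p-values were 0.0147, 0.0103, 0.00526 and 0.0037 (edgeR). At stage 5 the libraries had 16 and 2 counts for Solyc09g066260 and 12 and 0 for Solyc09g066270. Against the control, these gave adjusted p-values of 0.034 and 0.0875 (edgeR). The first call was lost after thinning (adjusted p-value 0.103, edgeR) and with only the 4 libraries compared (0.0883), and the second gene was called without a filter (0.0144). Adjusted over this list of 2 tags alone, both were called at each of stages 1 to 5, with a largest adjusted p-value of 0.0462 at stage 5 (edgeR); adjusted over all tested genes, 2 were called at each of stages 1 to 4 and 1 at stage 5. The second stage 5 library was the shallowest, with a floor of 1.54 CPM. The fall from stage 4 to stage 5 was not past the threshold for either tag (adjusted p-values 0.385 and 0.206, edgeR). Neither had a slope over stage number that passed the threshold (adjusted p-values 0.791 and 0.703, edgeR). No fractional counts were found for either tag. The duplicates at stage 1 differed, with 14.2 and 4.02 CPM for Solyc09g066260 and 8.77 and 3.18 CPM for Solyc09g066270. The bounds above hold for the means, and the lower stage 1 library of each tag lies below its bound.

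**Figure D4:**
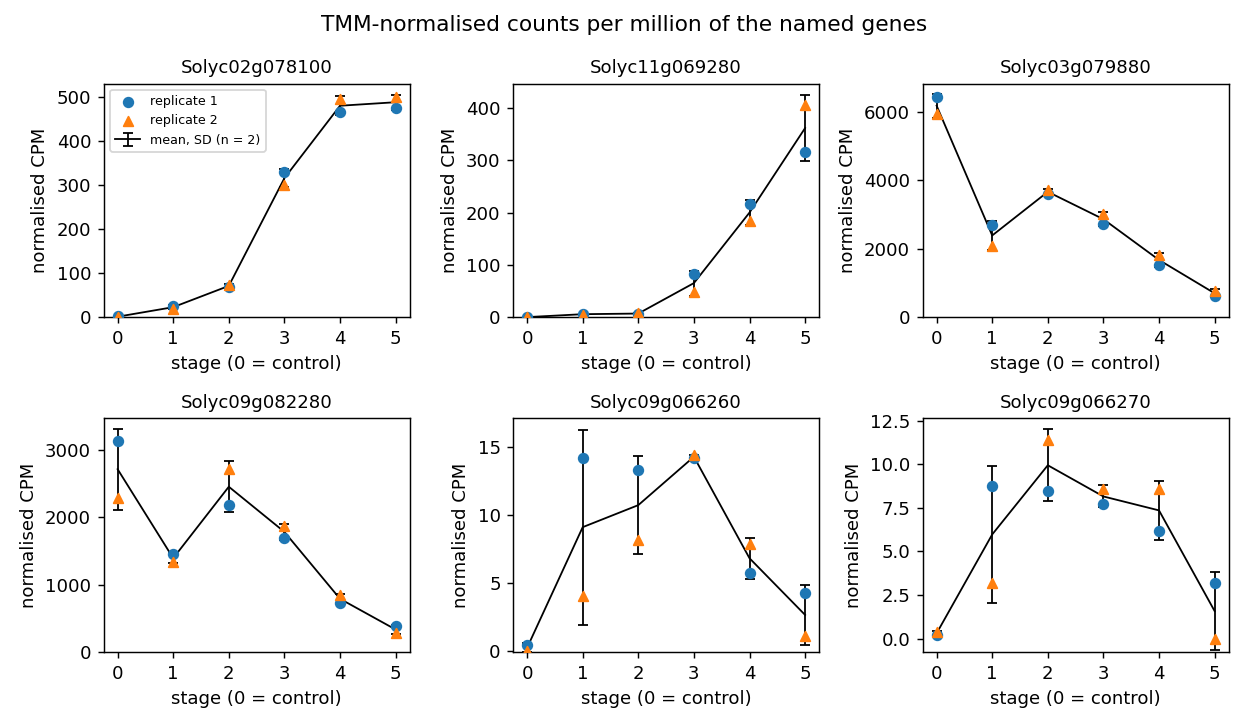
TMM-normalised CPM against stage (0 is the control) for 6 genes, with both replicates as points and the mean with SD (n = 2) as a line. Solyc02g078100 and Solyc11g069280 rise to 489 and 362 CPM at stage 5, Solyc03g079880 and Solyc09g082280 fall to 707 and 337 CPM, and the means of Solyc09g066260 and Solyc09g066270 are highest at stages 3 and 2.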

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

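The tests of depth, normalization and shared reads in this part were written down before their results were seen, while the count of genes with opposite directions and a pair of further scalings of it were added after the data were seen. The effect of the contrast with the control differed between stages in direction for 247 genes, which were called at both stage 1 and stage 5 with opposite signs. Of these, 235 were higher than control at stage 1 and lower at stage 5, with median log2 changes of 1.29 and −1.78, and 12 went the other way. Under independence of the calls, 547 opposite calls would be expected, so opposite directions were less frequent than that; the shared control libraries push the effects at both stages the same way. The direct contrast of stage 5 with stage 1 was past the threshold for all 247 genes, among 8153 called in that contrast; since the genes were selected for this difference, this shows no stability.

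DESeq2 size factors gave 212 such genes, of which 207 were among the 247. With the median log2 change of each stage against the control set to 0 there were 180, of which 171 were among the 247. Fits of only the 4 libraries compared gave 87 genes of 783 called at both stages, and 73 of the 87 were among the 247; these fits also differ in their spread. The number thus depends in part on the scaling, and the scaling does not account for all of these genes. Depth was examined by thinning all libraries to the smallest. Of the 247 genes, 146 (59.1%) were still called in opposite directions, against 68.2% of the 1705 genes called at both stages that were still called at both, so depth does not account for most of them. Shared reads remain open. Fractional counts were found for 27.1% of the 247 genes against 16.7% of all tested genes, so division of reads among similar genes may contribute to some of these calls. The other 180 genes had no fractional counts, so this does not account for all of them. The pattern cannot be told apart from shared reads for the genes with fractional counts.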

How the results depend on the processing

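The counts of genes differing among the 6 stages, of genes called at stages 3 and 4 against the control, of genes called for stages 1 to 5 together and of genes with a slope stayed within 1.5 times the main count under every alternative that was run. The slope count ranged from 7230 to 9613 genes across the 12 fits that each left out one library. The count for stages 1 to 5 against control ranged from 4702 to 6162 across the 10 fits that each left out one library of stages 1 to 5. Leaving out a library of a pairwise comparison leaves 1 library in that group, so no counts were made there. The same-stage similarity ranged from 0.0593 to 0.676 under 10 alternatives, its highest value coming from the within-series centring, which is on another scale. Without the centring its highest value was 0.353, with the 1000 most variable genes. The correlation of stage distance with transcriptome distance ranged from 0.811 to 0.935 under 10 alternatives. Both statistics were positive throughout. Their exact permutation p-values were the smallest possible throughout and so show no stability. With DESeq2 size factors the median log2 change of stage 3 against control fell by 0.0805, the largest shift among the comparisons. The share of variance on the first principal component was 59.5% with 10 counts in every library.

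Without a filter, 2298 genes were called for stage 2 against control, and 527, 1758, 757 and 1430 for the 4 consecutive steps (main counts 51, 687, 16 and 0). Between 4 and 7 of the calls in each step were genes that the main filter removes. The median prior degrees of freedom were 6.05 in the main fit and infinite without the filter; gene-specific spread thus weighed less in the unfiltered fit, and its calls are less strict for genes with a large spread. With 10 counts required in every library, a filter that removes genes that were near 0 in one group, 1544 genes were called for stage 1 against control, and 12, 3 and 39 for stage 2 against 1, stage 4 against 3 and stage 5 against 4. The share of higher calls at stage 1 was then 55.5%, with 687 lower calls against 607 in the main fit.

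The replicate number as a block raised the calls for stage 2 against stage 1 to 98 and for stage 4 against stage 3 to 42. The mean correlation of same-numbered replicate differences was 0.0485, while replicate 2 had the higher score on the second principal component at all 6 stages, so a shared deviation of same-numbered libraries is not excluded. DESeq2 called 153, 174 and 555 genes for stage 2 against 1, stage 4 against 3 and stage 5 against 4; the cause was not tested. Fitting only the 4 libraries compared gave 1267, 362 and 5622 genes for stages 1, 2 and 5 against control, 154 for stage 2 against 1 and 1829 for stage 3 against 2. Such a fit has its own spread and its own scaling. For stage 1, setting the median change to 0 with all 12 libraries gave 2155 calls, so scaling alone accounts for a minor part of the fall from 2432 to 1267; for the other comparisons the cause was not tested. The number of genes with opposite directions at stages 1 and 5 was 554 without a filter, 125 with 10 counts in every library, 162 after thinning and 87 with only the 4 libraries compared.

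For the 6 named genes, 30 changes against the control were followed. Of 190 values under other settings with a test, 183 kept direction and side of the threshold, 3 became weaker and 4 stronger. Of 120 values with one library left out, 34 moved by more than the replicate spread and 2 reversed. Solyc09g066270 at stage 5 went to −3.54 without stage 5 replicate 1, which leaves a library with 0 counts, and to 3.38 without replicate 2, and Solyc09g082280 at stage 2 went to 0.0971 without control replicate 1 and to −0.359 without control replicate 2. Solyc09g066260 at stage 5 lost its call after thinning (log2 change 2.58, adjusted p-value 0.103 in edgeR's test) and in the fit of only the 4 libraries compared (3.18, adjusted p-value 0.0883), where the alternatives ranged from 0.00043 to 0.103. Its stage 5 duplicates had 4.22 and 1.06 CPM, and depth was not separated from this spread. The planned gene family tests were not run, since no gene descriptions were used here, and the alternative pseudocount applied only to values other than counts.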

Other observations

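In this part, the tests of stage 1 against stage 2, of the few calls between stages 4 and 5 and of the second principal component were chosen only after those results were seen; the others were chosen before.

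The slope over stage number was recomputed for other orders of the 6 stages, with duplicates kept together. Of 100 orders drawn from the 360 possible ones, a reversed order being the same as its original, 1 gave as many genes as the deposited order with its 9055, namely the deposited order itself. The closest was the order with stages 4 and 5 exchanged, with 7609 genes.

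Stage 5 against stage 4 gave 0 calls at the adjusted threshold and 3230 genes at an unadjusted p-value under 0.05. The same stage 5 libraries gave 3119 calls against stage 3, but that comparison spans a larger part of the course and does not decide whether depth contributes. At the same depth, the step from stage 4 to stage 5 gave 555 calls with DESeq2, 1430 without a filter and 39 with 10 counts in every library, so the count of 0 depended on the test and the filter. After thinning, stage 3 against stage 2 still gave 467 calls. A contribution of depth cannot be told apart from the other explanations. A candidate explanation is that duplicates of these stages sat at somewhat different points of the course, which would add to the spread in the direction being tested. Across genes, the replicate 1 minus replicate 2 difference at stage 4 correlated at 0.266 with the slope estimated from the other stages, and that at stage 5 at 0.224. The fitted displacements were 0.551 and 0.702 stage steps, with replicate 1 ahead in both. The control differed by −0.595 steps (correlation −0.268), and stages 1, 2 and 3 by −0.0639, −0.24 and 0.283 steps. Replicate 1 was thus behind up to stage 2 and ahead from stage 3. A difference between the replicate series that changes sign along the course cannot be told apart from separate offsets of the stages. The additive replicate block does not remove such a difference, and the mean pairing check averages over its opposite signs. Genes are not independent replicates, and correlations of these sizes with the slope leave the candidate explanation open.

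Stage 1 differed from the control at 2.21 times as many genes as stage 2, although it is the earlier stage. The stage 1 libraries were the deepest, but after thinning the ratio was 2.15, so depth does not account for it. The pattern does not rest on one control library: each control library was closer to each stage 2 than to each stage 1 library in 8 of 8 comparisons. Over all tested genes, the Spearman correlation with the control libraries was 0.856 to 0.92 for stage 1 and 0.897 to 0.949 for stage 2. Among the 1099 genes called at stage 2, the median ratio of the stage 1 to the stage 2 log2 change was 0.98, and 45.1% had the larger change at stage 1. Among genes called at stage 1 the median ratio of the stage 2 to the stage 1 change was 0.743. Each ratio is lowered by the choice of genes at the stage in its denominator, so neither ratio by itself decides whether selection contributes to the difference in counts. Measures that do not depend on the calls put stage 1 further from the control: the correlations over all tested genes, and the 5180 genes with an unadjusted p-value under 0.05 against 3784 at stage 2. Selection therefore does not account for the whole pattern, and how much it adds to the difference in calls was not separated. The direct contrast of the stages called 51 genes. The second principal component, which parts control from stage 1 libraries, was not removed by equal depth: the gap between the lowest control and the highest stage 1 score was 2.08 SD of the 12 scores before thinning and 2.17 after it. The labels place the control section in the differentiation zone and give no position for the others, so a difference in position along the root and the presence of a primordium cannot be told apart.

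Many Solyc tags are numbered in steps of 10, but not all, as with Solyc01g005253 and Solyc01g005257. Tags 10 apart can thus have other tags between them. The hypothesis was tested that tags 10 apart follow similar courses over the 6 stages. The mean correlation of stage profiles over 11178 pairs of tested tags 10 apart was 0.0524, against a largest value of 0.0281 in 1000 shuffles of tags within chromosomes (permutation p = 0.001, the smallest they can give). After pairs with fractional counts were left out, the mean over 8555 pairs was 0.041 against a largest shuffled value of 0.0271, so shared reads do not account for all of it. Tags 10 tested genes apart had a mean of 0.0215. The excess is small. Unannotated transcript ends that place the reads of one gene in its neighbour were not tested, so the pattern cannot be called biological.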
